# Enhancer of Acetyltransferase Chameau (EAChm) Is a Novel Transcriptional Co-Activator

**DOI:** 10.1371/journal.pone.0142305

**Published:** 2015-11-10

**Authors:** Takeya Nakagawa, Tsuyoshi Ikehara, Masamichi Doiguchi, Yuko Imamura, Miki Higashi, Mitsuhiro Yoneda, Takashi Ito

## Abstract

Acetylation of nucleosomal histones by diverse histone acetyltransferases (HAT) plays pivotal roles in many cellular events. Discoveries of novel HATs and HAT related factors have provided new insights to understand the roles and mechanisms of histone acetylation. In this study, we identified prominent Histone H3 acetylation activity *in vitro* and purified its activity, showing that it is composed of the MYST acetyltransferase Chameau and Enhancer of the Acetyltransferase Chameau (EAChm) family. EAChm is a negatively charged acidic protein retaining aspartate and glutamate. Furthermore, we identified that Chameau and EAChm stimulate transcription *in vitro* together with purified general transcription factors. In addition, RNA-seq analysis of Chameu KD and EAChm KD S2 cells suggest that Chameau and EAChm regulate transcription of common genes *in vivo*. Our results suggest that EAChm regulates gene transcription in *Drosophila* embryos by enhancing Acetyltransferase Chameau activity.

## Introduction

The eukaryotic genome is packaged into a higher-order nucleoprotein structure called chromatin that can be replicated and segregated appropriately during the cell cycle. Transcriptional regulation from chromatin is a dynamic and precise process through its condensation and de-condensation accompanied by histone modification [1]. The basic unit of chromatin is called the nucleosome, composed of an octamer of core histones (two each of H2A, H2B, H3 and H4), around which 146 base pairs of DNA are wrapped [2]. Nucleosomes act as general repressors of basal transcription, inhibiting transcriptional initiation and elongation by RNA pol II [3]. Transcription from the repressed templates is activated by the actions of several nuclear factors, such as sequence-specific DNA-binding transcriptional activators, chromatin remodeling complexes, and histone acetyltransferases.

Recently, diverse posttranslational modifications of nucleosomal histones have been identified, including methylation, phosphorylation, ubiquitylation, acetylation and sumoylation [4–6]. Among these posttranslational modifications, histone acetylation is the best characterized histone modification, because of the importance of regulation of chromatin structure and gene transcription. Histone acetyltransferase (HAT) is defined as an enzyme that acetylates core histones. The study of HATs has advanced rapidly, because a number of HATs have been isolated from various organisms and these studies demonstrated that HATs are evolutionarily conserved from yeast to humans, and HAT complexes often have multiple subunits [7–9]. Historically, HATs are grouped into two general classes based on their intracellular location and substrate specificity as either nuclear A-type (HAT A) or cytoplasmic B-type (HAT B)[10]. However, some HAT proteins may function in multiple complexes or locations and thus not precisely fit these two classifications [11].

Among A-type HATs, the largest histone acetyltransferase family is the MYST family comprised of three subgroups; the Moz /Qkf, Tip60/Mof, and Hbo1/ Chameau subfamilies [12, 13]. MYST histone acetyltransferases are defined by their MYST domain containing an acetyl-CoA binding site and a C2HC-type zinc finger. Despite their structural similarities, the function and biological properties of MYST proteins are diverse including gene transcription, DNA damage repair and replication. Importantly, regulation of MYST histone acetytransferase needs to be understood [12].

In this study, we found prominent nucleosomal histone H3 acetylation activity in *Drosophila* embryo extracts. We purified its activity and showed that prominent histone H3 acetylation activity composed of MYST histone acetytransferase Chameau and Enhancer of Acetyltransferase Chameau (EAChm), stimulated transcription *in vitro*.

## Results

### Prominent Histone H3 acetyltransferase activity is composed of Chameau and Enhancer of Acetyltransferase Chameau (EAChm)

Histone acetylation in the nucleus plays pivotal roles in chromatin assembly and gene transcription, yet the mechanisms that regulate the acetyltransferase activity and HAT complex assembly have not been fully determined. Since we identified prominent histone H3 acetylation activity in nuclear extracts made from 0–12 hour Drosophila embryos, we started to purify the activity to uncover its regulation mechanisms. To monitor histone acetylation activity, we added [3H] acetyl-CoA to the reaction as well as salt dialyzed chromatin and extracts or fractions. As depicted in Fig 1A, we purified the activity using column chromatography. We detected histone H3 acetyl-transferase activity in fractions from POROS Heparin chromatography together with weak H4 acetyl-transferase activity (Fig 1B). The fractions that contained the histone H3 acetyltransferase activity were further purified to exclude contaminating H4 acetyltransferase activity. H3 acetyltransferase activity was successfully enriched in the fractions from subsequent Blue Sepharose chromatography (Fig 1C).

**Fig 1:**
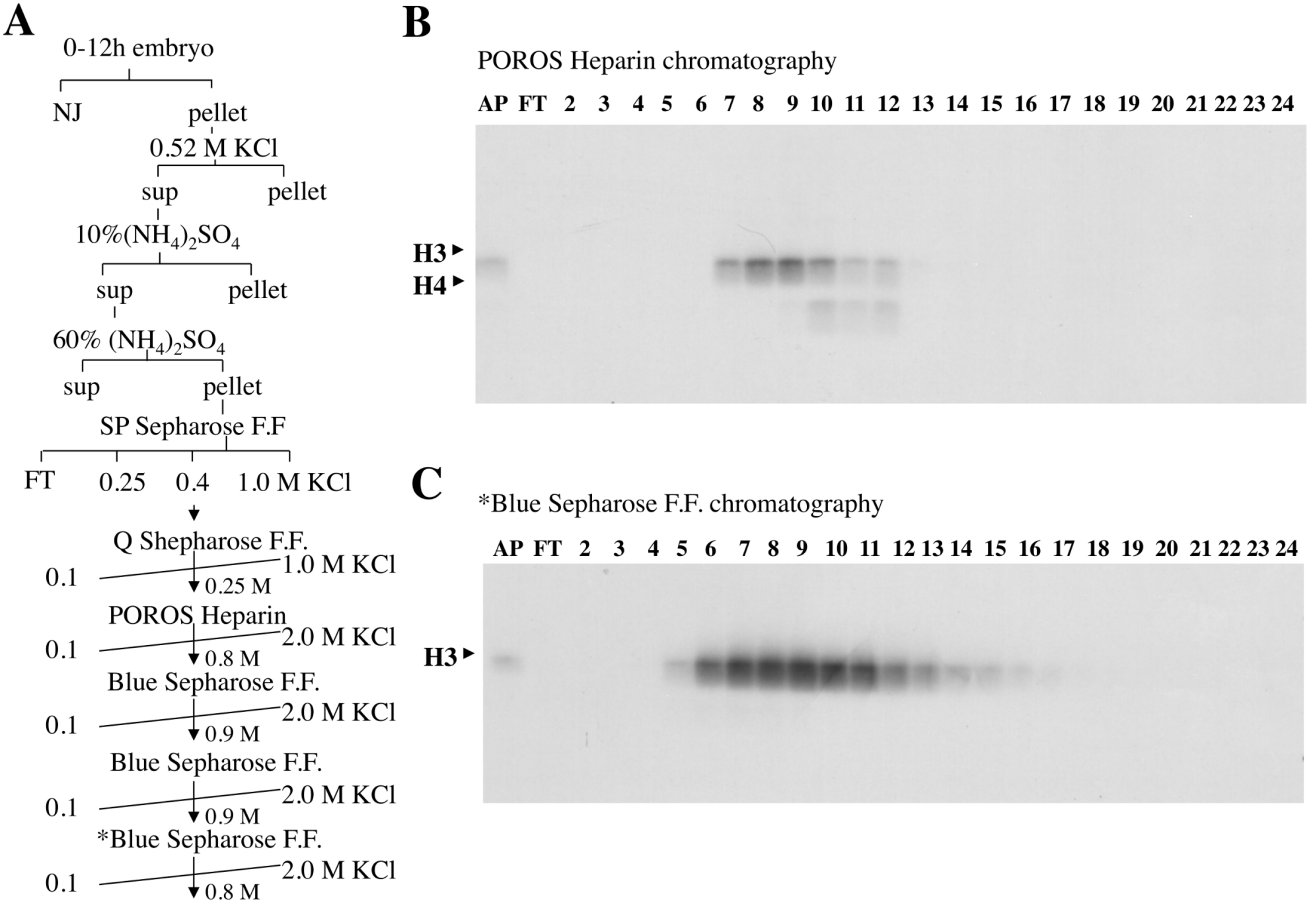
Purification of Histone H3 acetyltransferase. A) Scheme for purification of histone H3 acetyltransferase. Histone H3 acetyltransferase was identified in 0–12 hour Drosophila embryos using column chromatography. Elution conditions for each column chromatography step are indicated. B), C) Histone acetylation activity was monitored by HAT assay. Fractions were incubated with salt dialyzed chromatin as templates in the presence of [3H] acetyl-CoA. After incubation, the reaction mixtures were run on 13.5% SDS-PAGE and acetylated histones incorporating ^3^H were detected by autoradiography. B) HAT assay from POROS Heparin chromatography in Fig 1A and 1C) HAT assay from *Blue Sepharose F.F. chromatography in Fig 1A. “NJ”: Nucleic Juice is a nuclear extract. “AP”: applied sample that is loaded for column chromatography. “FT”: Flow through is the unbound fraction during column chromatography.

To further purify the HAT activity, the fractions from the Blue Sepharose chromatography were applied to glycerol gradient sedimentation and subsequently analyzed by SDS-polyacrylamide gel electrophoresis (SDS-PAGE) with silver staining (Fig 2A). Fig 2B shows histone acetylation activity of glycerol gradient sedimentation fractions. First, we focused on fraction 4 since it had weak activity. A glycerol gradient usually dilute samples 1:2~1:3. However, activity is lost about 1:7 according to measurements made using a densitometer. Thus, we speculate that H3 acetyltransferase activity is composed of multiple factors. We performed assay by comparing the activity in fractions and found some activity in fraction 4 in the preliminary evaluation. In addition we done assay by combination of the fraction in addition to fraction 4. Finally we identified that activity is composed of fraction 1 and 4. These results suggested that the enhancing factor of the H3 acetyl-transferase activity is present in this fraction. To identify H3 acetyltransferase and its enhancing factor, fractions from the glycerol gradient sedimentation step were subjected to LC-MS/MS analysis. Since obvious bands were not observed, we performed mass analysis using broad SDS gel fragments. To identify H3 acetyltransferase, the peptide sequence (R.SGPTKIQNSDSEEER.) was obtained from the SDS gel fragments indicated by (**) in Fig 2A and found to be identical to segments of *Drosophila* CG5229 gene product that is known as the histone acetyltransferase, Chameau (Fig 2D). There was no other peptide predicted to be histone acetyltransferase other than Chameau. For the enhancing factor of H3 acetyltransferase activity, the peptide sequence (L.IDPEEDAIDQVL.D) was obtained from the SDS gel fragments indicated by (*) in Fig 2A and found to be identical to segments of *Drosophila* CG13463 gene product (Fig 2E). CG13463 is a protein coding gene but its molecular function was unknown (see FlyBase report; http://flybase.org). Since CG13463 gene product was the only peptide which shows a high Xcorr score and proper molecular weight in the top fraction of glycerol gradient sedimentation, we tentatively named this gene Enhancer of Acetyltransferase Chameau (EAChm).

**Fig 2:**
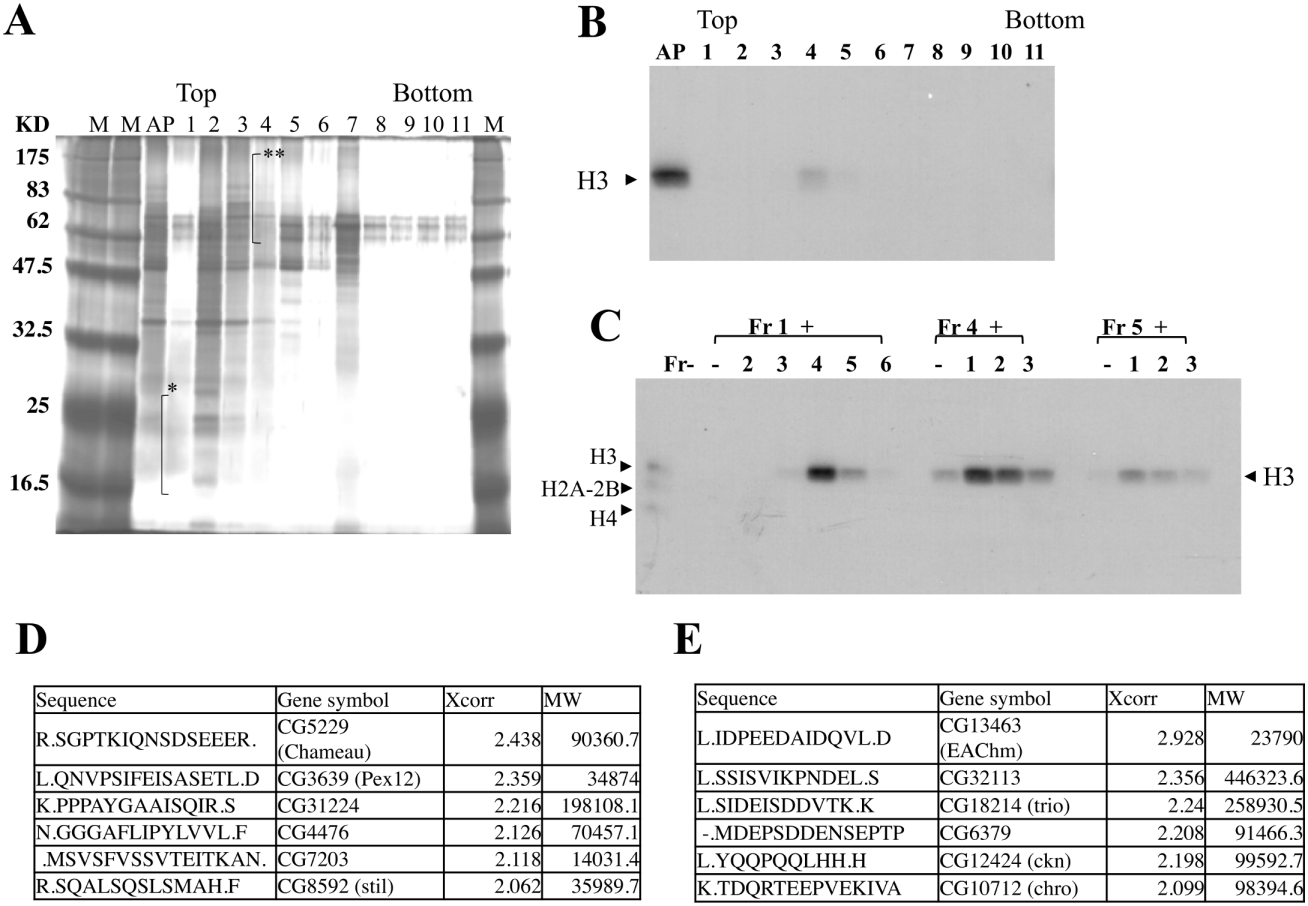
Histone H3 acetyl transferase activity is composed of Chameau and Enhancer of Acetyltransferase Chameau (EAChm). A) Silver staining of fractions from glycerol gradient sedimentation. The Blue sepharose fraction was further purified by glycerol gradient sedimentation (BECKMAN SW60 rotor, 60,000 rpm for 20 hours). All fractions were analyzed by silver staining. Chameau and Enhancer of Acetyltransferase Chameau (EAChm) were identified by LC-MS/MS analysis of gel fragments indicated with (**) and (*), respectively. B), C) HAT assay using single fraction or combination of the fractions from glycerol gradient sedimentation as indicated. After incubation in the presence of [3H] acetyl-CoA, the reaction mixtures were run on 13.5% SDS-PAGE and analyzed by autoradiography. D, E) Table of identified peptides from the gel fragments (**: D, *: E) by LC-MS/MS analysis. These tables show the identified peptide sequence, reference gene ID (gene symbol), Xcorr score and molecular weight.

### Purified recombinant EAChm stimulates acetyltransferase activity of Chameau

*Drosophila* CG13463 gene product is an acidic protein consisting of 211 amino acids containing glutamate and aspartate in its c-terminus as shown in Fig 3A. To examine if the gene product of EAChm (CG13463) can enhance acetyltransferase activity of Chameau, Flag-tagged EAChm (CG13463) gene product was bacterially expressed and purified using anti-Flag resin (Fig 3B). The enhancing activity of recombinant flag-tagged EAChm (rf-EAChm) was examined and compared with that of native EAChm. Acetyltransferase activity of native Chameau was enhanced by adding both rf-EAChm and native EAChm in a dose-dependent manner (Fig 3C). Thus, we concluded that *Drosophila* CG13463 gene product is EAChm and it stimulates acetyltransferase activity of native Chameau.

**Fig 3:**
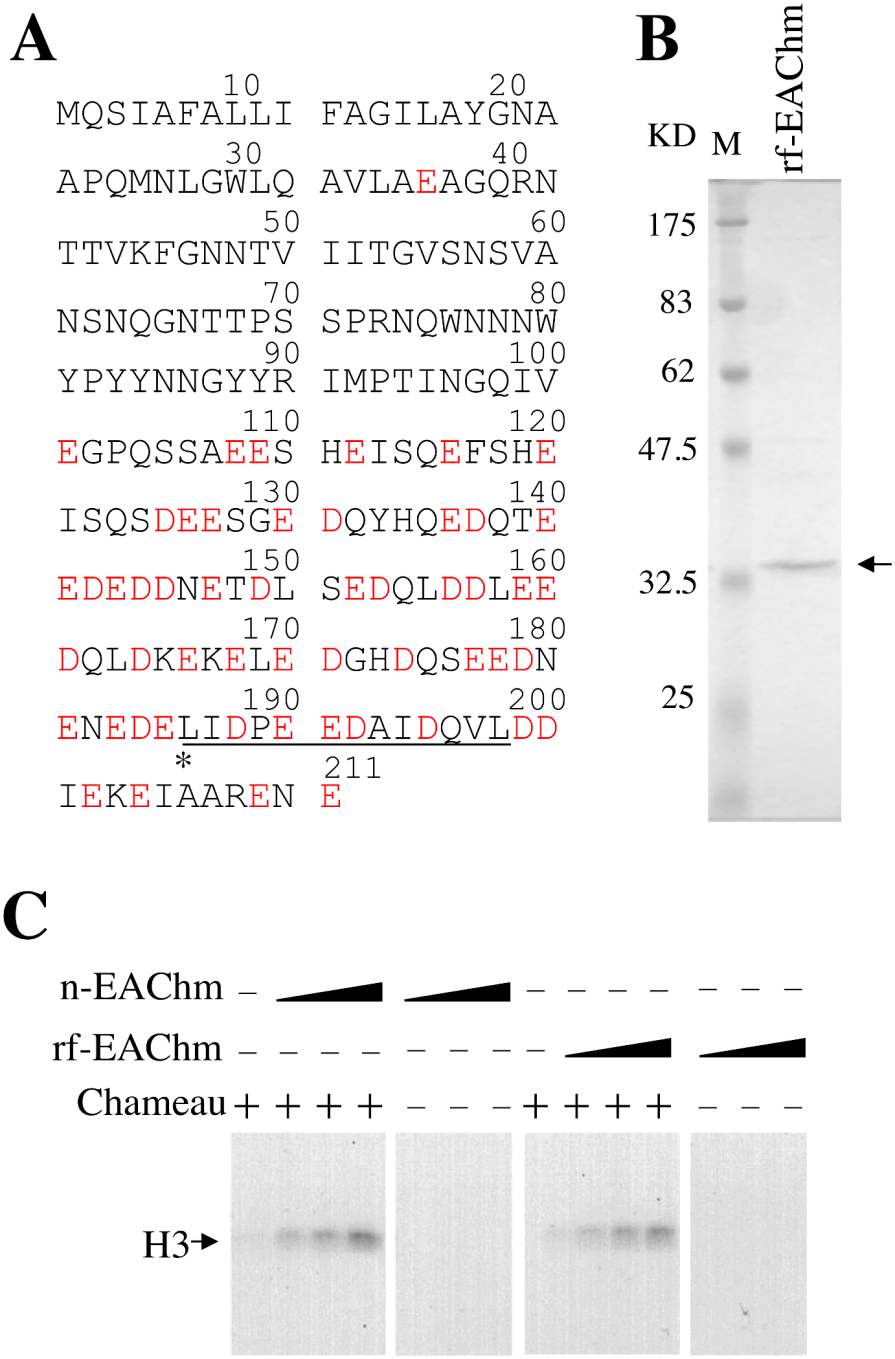
Purified recombinant EAChm stimulates acetyltransferase activity of Chameau. A) Amino acid sequence of EAChm. Acidic residues D and E are indicated with a red letter. The peptide sequence identified by mass spectrometry is underlined. B) Expression of flag-tagged EAChm in *E*.*coli*. After purification, protein was subjected to 10% SDS—PAGE and then visualized by Coomassie brilliant blue R staining. C) Recombinant flag-tagged EAChm (rf-EAChm) enhances H3 acetyl transferase activity. HAT assay was performed in the presence of either native EAChm (n-EAChm) or rf-EAChm, Chameau (fraction 4 from glycerol gradient sedimentation) and [3H] acetyl-CoA using salt dialyzed chromatin.

### Chameau and EAChm stimulates transcription *in vitro*

Acetyltransferase Chameau is known as the *Drosophila melanogaster* homologue of human Hbo1 and belongs to the Hbo1 subfamily of the MYST family of histone acetyltransferases [12]. Although most of the MYST family acetyltransferases are reported to be involved transcriptional activation, Chameau has been shown to function in transcriptional repression [14]. On the other hand, it has also been demonstrated that activating the JNK pathway stimulates the HAT function of Chameau, promoting histone H4 acetylation and targets gene transcription [15]. To clarify the function of Chameau and EAChm, we examined whether histone H3 acetyltransferase activity, composed of Chameau and EAChm, affects gene transcription from a chromatin template *in vitro*. For the transcription reaction, we used Drosophila enhancer with EcR/USP as an activator [16]. We partially purified general transcription factors (GTFs) and Pol II from the nuclear extract of *Drosophila* embryos (Fig 4A) and expressed TFIIA and TFIIB in E.coli and used them for *in vitro* transcription using salt-dialyzed chromatin as a template (Fig 4B). We used glycerol gradient fraction 4 as native Chameau and E.coli expressed recombinant EAChm. We confirmed that no other HAT was contained in this glycerol gradient fraction 4 without Chameau being present by using MS analysis. Recombinant EAChm had no effect on transcriptional activation by itself (Fig 4C and 4D). Chameau activated transcription 3.2 fold only in the presence of acetyl-CoA. Chameau and EAChm activated transcription 6.8 fold cooperatively and their activation is acetyl CoA dependent. Contamination of background HAT activity that affects transcription can be ignored (Fig 4C and 4D).

**Fig 4:**
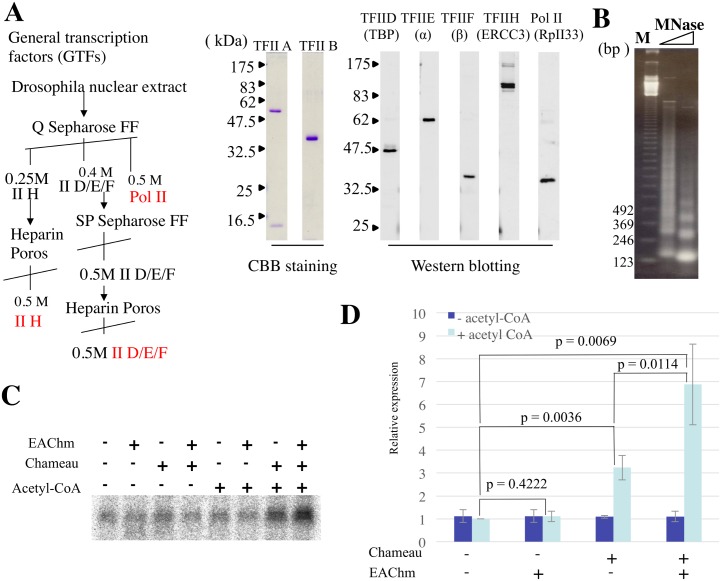
Chameau and EAChm stimulates transcription *in vitro*. A) Partial purification of GTFs. TFII D, E, F, H and RNA Polymerase II were evaluated by Western blotting. Bacterially expressed TFIIA and TFIIB were purified and evaluated by Coomassie brilliant blue R staining. B) Confirmation of salt-dialyzed chromatin assembly by Micrococcal nuclease (MNase) assay. Salt-dialyzed chromatin was partially digested by two steps diluted Micrococcal nuclease. Digested and extracted DNA was run on a 1.5% agarose gel and visualized by ethidium bromide staining. Lane M:123 bp DNA Ladder (Thermo Fischer scientific). This marker indicates multiples of 123bp (123-3075bp) C) Gel image and D) quantified graph of *in vitro* transcription assay. Salt-dialyzed chromatin was incubated with the combination of native Chameau (Glycerol gradient fraction 4) and recombinant EAChm in addition to the EcR/USP heterodimer, 0.7 mM acetyl-CoA, 3 mM ATP and the 20-hydroxy-ecdysone ligand. After incubation, the chromatin template was subjected to transcription by adding partially purified GTFs, recombinant TFIIB and TFIIA. Transcripts were detected by primer extension. Activation above basal transcription (+ actyl-CoA, - chameau, - EAChm) was estimated by a phosphorimaging analyzer. Error bars represent mean ±SD, n = 4. *p*-value of two-tailed Student’s t-test is indicated.

### Whole-transcriptome sequencing analysis shows overlap of Chameau and EAChm target genes *in vivo*

To find out the association between Chameau and EAChm in *vivo*, we performed RNA-seq analysis of drosophila S2 cells after Chameau or EAChm had been knocked down. 

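RNA was sequenced from 6 cultures of S2 cells, a Drosophila cell line derived from embryos, with 2 cultures for each of 3 groups. Cells received 25 µg of double-strand RNA in serum-free medium for 6 h and were cultured for 72 h at 26 °C. The double-strand RNA was directed against EGFP (control KD), against Chameau (Chameau KD), or against EAChm, which the files list as CG13463 (EAChm KD). The authors aligned the reads to the dm3 genome and deposited one value per transcript and sample, as RPKM, the number of reads on a transcript relative to its exon length and to all mapped reads of the sample. Each file held 15835 transcripts of 8091 genes. The paper gives the same approximate depth for every sample. The number of reads behind each value is not in the files, so the exact depth of single samples is unknown. The values are estimates shared out between transcripts of one gene, down to 4.5e-43 RPKM, and show no steps of single reads. The sum of RPKM over all transcripts was 391277 and 454908 in the control KD duplicates, 402764 and 393440 in the Chameau KD duplicates, and 472282 and 449730 in the EAChm KD duplicates. Of the 8091 genes, 3967 had more than 1 transcript, and they held 11711 of the 15835 transcripts, so most values depend on how reads were assigned between transcripts. RPKM was analysed as log2(RPKM + 1), with limma fitted over all 3 groups and a variance trend. On this scale the change of transcripts with low RPKM is understated. A transcript was counted as changed when it differed more than 2-fold from control KD with an unadjusted p-value under 0.05, after the threshold in the paper, and Benjamini-Hochberg adjusted values were computed beside it. With 2 samples against 2, the smallest p that an exact permutation test can give is 0.33, so no single transcript can pass 0.05 by such a test.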

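The RPKM of the knocked-down genes was taken from the same files. The gene chm encodes Chameau and lies on chromosome 2L of BDGP6.54, a later build than the one the authors aligned to, from 7412417 to 7422736 on the + strand, with 3 annotated transcripts. The files list 2 of its transcripts. NM_001259001 had 2.46 ± 1.72 RPKM (SD, n = 2) in control KD, 55.4 ± 36.4 RPKM (SD, n = 2) in Chameau KD and 3.22 ± 1.24 RPKM (SD, n = 2) in EAChm KD. NM_135273 had 4.48 ± 2.73 RPKM (SD, n = 2) in control KD, 1.56 ± 0.358 RPKM (SD, n = 2) in Chameau KD and 2.39 ± 1.75 RPKM (SD, n = 2) in EAChm KD. Summed over both transcripts, chm had a log2 fold change of 2.84 in Chameau KD (standard error 0.598, adjusted p = 1 from limma with Benjamini-Hochberg adjustment). Both Chameau KD samples, with 82.5 and 31.5 RPKM, lay above both control KD samples, with 10.1 and 3.80 RPKM. CG13463 (NM_140483) had 0 RPKM in both control KD and both Chameau KD samples, and 3.67 and 1.77 RPKM in the EAChm KD samples. Its log2 fold change was 1.85 (standard error 0.411, adjusted p = 0.866 from the limma fit of single transcripts, not of summed RPKM). The symbol CG13463 is not in the annotation used here, so its position is not given. Of the genes for GAPDH, to which the paper normalized its RT-qPCR, Gapdh1 (chromosome 2R, 7791901 to 7793380, - strand) had a summed RPKM of 289 ± 86.6 (SD, n = 2) in control KD, 254 ± 18.8 (SD, n = 2) in Chameau KD and 317 ± 50.8 (SD, n = 2) in EAChm KD. Gapdh2 (chromosome X, 15868145 to 15869661, + strand) had 353 ± 105 (SD, n = 2), 311 ± 29.6 (SD, n = 2) and 391 ± 58.6 (SD, n = 2) in the same order. For both GAPDH genes the difference between groups was smaller than the SD of the control KD duplicates. The log2 fold change of summed chm moved most when a Chameau KD sample was left out, to 2.16 without replicate 1 and 3.52 without replicate 2.

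**Figure D1:**
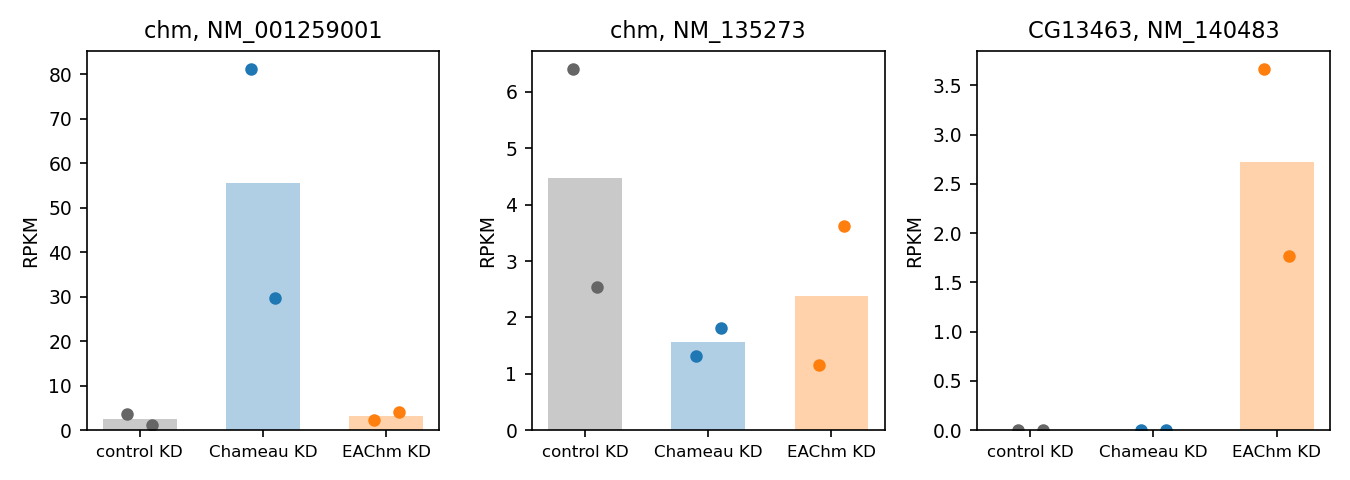
RPKM (linear axis, from 0, with its own scale in each panel) of the 2 chm transcripts and of CG13463 in control KD, Chameau KD and EAChm KD. Points are the 2 samples of each group and bars their mean. NM_001259001 reaches 81.2 and 29.7 RPKM in Chameau KD, and CG13463 is above 0 only in EAChm KD.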

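All 15835 transcripts in the files had more than 1 RPKM in at least 1 of the 6 samples, so the files already include this filter. With the stricter requirement of more than 1 RPKM in both samples of at least 1 group, 13180 transcripts remained. The number above 1 RPKM in a single sample was 13249 and 12611 in control KD, 13090 and 13413 in Chameau KD, and 12349 and 12985 in EAChm KD. The median over all transcripts and samples was 5.09 RPKM.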

Decreased Chameau and EAChm expression by RNA interference was confirmed by RT-PCR (Fig 5A). mRNA quantification was performed using transcript-level and a significant signal was filtered by including at least one of the signal having more than one reads per kilobase of exon per million mapped reads (RPKM). 

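Pearson's r of log2(RPKM + 1) between duplicates, across the 15835 transcripts, was 0.895 for control KD, 0.945 for Chameau KD and 0.942 for EAChm KD. Transcripts are not independent replicates, and no p-value is given. The 12 pairs of samples from different groups had r between 0.882 and 0.950, with a median of 0.932, and 11 of them had a higher r than the control KD duplicates. The highest r of all 15 pairs, 0.950, was between control KD 1 and Chameau KD 2. Spearman's rho was 0.858 for the control KD duplicates, 0.924 for the Chameau KD duplicates and 0.912 for the EAChm KD duplicates. Summing RPKM over the transcripts of each gene moved r of the duplicates to 0.937, 0.980 and 0.975 in the same order, while a pseudocount of 0.1 lowered it to 0.822, 0.893 and 0.887.

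**Figure D2:**
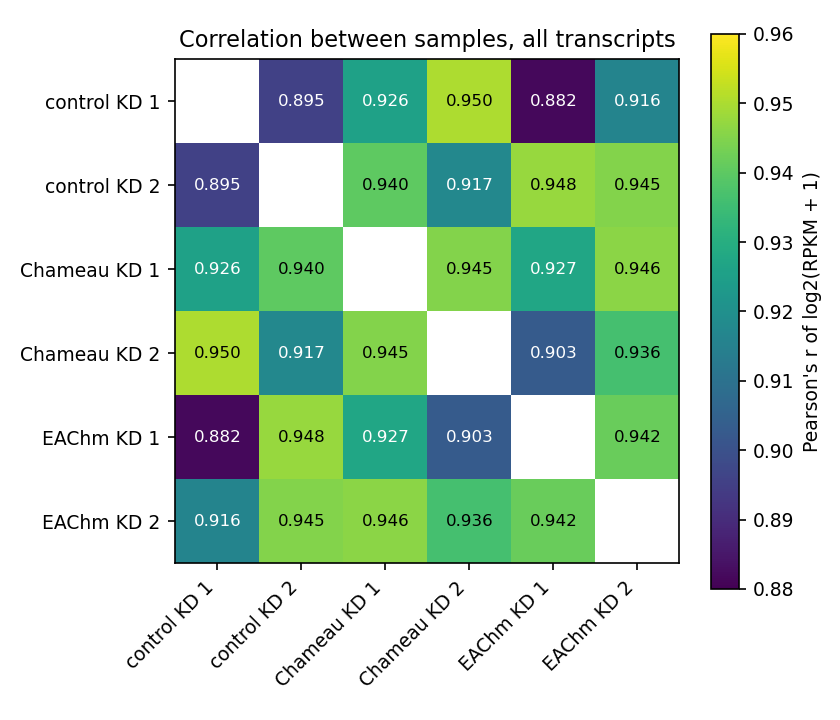
Pearson's r of log2(RPKM + 1) across 15835 transcripts for each pair of the 6 samples. The colour scale runs from low r (dark) to high r (light). The control KD duplicates have r = 0.895, lower than 11 of the 12 pairs from different groups.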

A scatter plot shows the correlation between duplicate samples (S1 Fig). Histone acetylation is generally considered to be associated with transcriptional activation. We focused on downregulated genes since we knocked down (KD) acetyltransferase activity. 

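With limma on log2(RPKM + 1), 295 transcripts were down more than 2-fold with an unadjusted p-value under 0.05 in Chameau KD or EAChm KD. The 6 samples were clustered on these transcripts, each standardized over the samples, by average linkage on 1 minus Pearson's r. The Chameau KD duplicates joined first, at a distance of 0.449, and the EAChm KD duplicates next, at 0.644. The control KD duplicates did not join each other. Control KD 2 joined the EAChm KD pair at 0.926, and control KD 1 joined the Chameau KD pair at 1.05. The position of control KD 1 depended on the test used for selection. With 217 transcripts from one-way ANOVA on RPKM as deposited, control KD 1 joined control KD 2 and the EAChm KD pair, at 1.08. The transcripts were selected for a difference between the groups that were then clustered. On all 15835 transcripts, 0 of the 3 pairs of duplicates joined first, in place of 2 of the 3 on the selected transcripts. There control KD 1 joined Chameau KD 2 at a distance of 0.772 and control KD 2 joined EAChm KD 1 at 0.848.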

The Expression profile was analyzed by Clustering with 212 genes that decreased more than 2 fold (p-value < 0.05) by Chameau KD or EAChm KD compered to control KD (Fig 5B). There are some correlations between Chameau KD and EAChm KD as indicated by the asterisk in the heat map (Fig 5B) A Venn diagram was made composed of 163 genes, the expression of which were decreased by EAChm KD more than 2 fold (p-value < 0.05) and 96 genes which decreased by Chameau KD more than 2 fold (p-value < 0.05) compared to control KD. 

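By limma, 130 transcripts were down in Chameau KD and 206 in EAChm KD at the unadjusted threshold. After Benjamini-Hochberg adjustment, 0 transcripts passed 0.05 in either contrast. Over all 15835 transcripts, 448 (2.83%) had an unadjusted p-value under 0.05 in Chameau KD and 698 (4.41%) in EAChm KD, where 792 (5%) would be expected if no transcript changed. Across transcripts, the log2 fold changes in the 2 knockdowns had a Pearson's r of 0.300 and a Spearman's rho of 0.208. Both fold changes were taken against the same control KD samples, and transcripts are not independent replicates. Between single samples of the 2 knockdowns, each against the mean of control KD, r ranged from 0.00799 to 0.352. When each knockdown was compared with a different control KD sample, r was -0.0484 and -0.446 in the 2 possible assignments. Without control KD replicate 2, the counts rose to 324 transcripts down in Chameau KD and 1052 in EAChm KD. With RPKM summed by gene, 16 and 23 of the 8091 genes were down. From the heat map, the paper takes some of the profile of Chameau KD to be shared with EAChm KD.

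**Figure D3:**
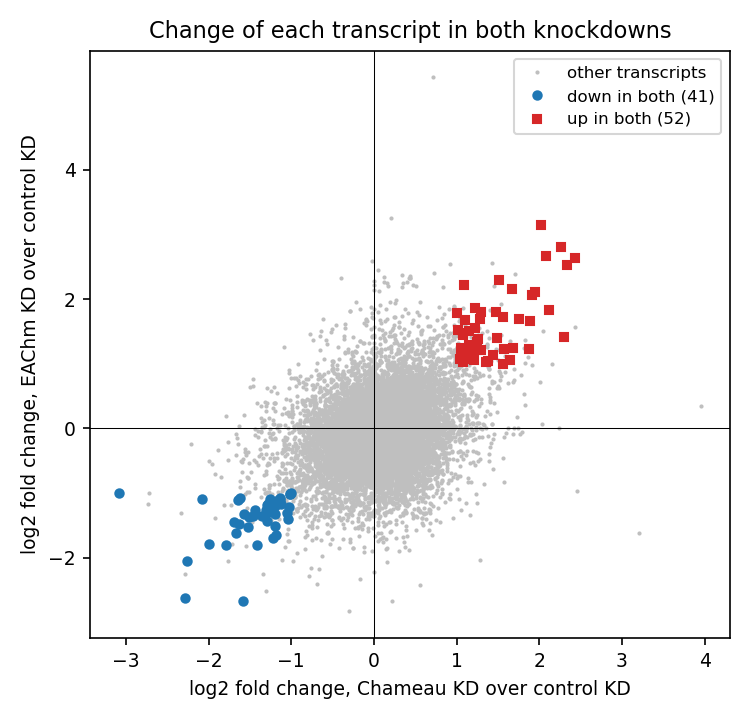
The log2 fold change of each of 15835 transcripts over control KD, on the log2(RPKM + 1) scale, in Chameau KD (horizontal axis) and EAChm KD (vertical axis). The 41 transcripts down in both knockdowns are circles and the 52 up in both are squares, and the remaining transcripts are grey points around 0.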

Forty seven genes among them are commonly down regulated by both Chameau KD and EAChm KD (Fig 5C, S1 File). 

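By limma, 41 transcripts of 41 genes were down in both knockdowns, and each of them was lower in all 4 knockdown samples than in both control KD samples. They had low RPKM, with a median of 2.83 in control KD and 0.335 over the knockdown samples. Of the 47 transcripts in S1 File, 22 were among the 41, and all 47 were lower in every knockdown sample than in both control KD samples. CG42537 (NM_001170059, chromosome 3R of BDGP6.54 from 6377797 to 6378233, + strand) fell from 2.47 ± 0.243 RPKM (SD, n = 2) in control KD to 5.48e-07 RPKM in Chameau KD and 6.48e-07 RPKM in EAChm KD. With a longest annotated transcript of 376 nt and the approximate depth that the paper states, CG42537 had only a few reads in each control KD sample. Its log2 fold change was -1.80 in both (standard error 0.358, adjusted p = 1 in Chameau KD and 0.843 in EAChm KD from limma). The transcripts next in order by limma were snoRNA:Psi28S-612 (log2 fold change -1.53 in both), pre-mod(mdg4)-B (-1.67 in Chameau KD and -1.61 in EAChm KD), CG6674 (-2.29 and -2.62) and CG1307 (-2.27 and -2.05). CG6674 differed between its control KD duplicates, with 3.28 and 10.7 RPKM, but had at most 0.844 RPKM in any knockdown sample. CG1307 also differed between its control KD duplicates, with 4.17 and 12.7 RPKM, but had at most 1.07 RPKM in any knockdown sample. The adjusted p of all these transcripts was 1 in Chameau KD. Within S1 File, Sdic2 (NM_001298552) had 1.53 ± 0.0146 RPKM (SD, n = 2) in control KD, 0.0263 ± 0.00544 RPKM (SD, n = 2) in Chameau KD and 0.0554 ± 0.0163 RPKM (SD, n = 2) in EAChm KD. mtRNApol (NM_001272924) had 1.93 ± 0.104 RPKM (SD, n = 2), 0.772 ± 0.0694 RPKM (SD, n = 2) and 0.747 ± 0.0272 RPKM (SD, n = 2) in the same order. Sdic2 belongs to a family of near-identical copies. The paper states that it used reads mapped uniquely to a gene, so reads shared between the copies could have been left out. The duplicates carry the numbers 1 and 2 in the paper and the labels. With these numbers as a replicate block, 33 transcripts were down in both knockdowns. The numbers did not pair the samples throughout, since the difference between replicates 1 and 2 correlated across transcripts with r = -0.316 between control KD and Chameau KD, -0.249 between control KD and EAChm KD, and 0.135 between Chameau KD and EAChm KD. In 2 of these 3 comparisons, samples with different numbers deviated together. Neither the paper nor the labels give another pairing or a batch, so no other block was fitted, and the counts do not account for this structure. Leaving out control KD replicate 2 gave the largest count, 203 transcripts.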

Gene ontology (GO) classification of the 47 overlapping genes downregulated is shown in Fig 5D. 

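At the same threshold, limma gave 156 transcripts up in Chameau KD, 256 up in EAChm KD and 360 up in at least 1 of them. With all 6 samples, more transcripts were up than down in both knockdowns, against 130 down in Chameau KD and 206 down in EAChm KD. None of the 256 or 156 passed an adjusted p-value of 0.05. When control KD replicate 1 was left out, the number up in Chameau KD rose to 547, with 297 down. For EAChm KD the order depended on the samples, with 313 down and 277 up without control KD replicate 1, 1052 down and 576 up without control KD replicate 2, and 342 down and 326 up without EAChm KD replicate 2.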

To the contrary, directly or indirectly, some genes are upregulated by Chameau KD or EAChm KD. 

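The number of transcripts up in both knockdowns was 52 by limma on log2(RPKM + 1), and 41 were down in both. On RPKM as deposited, without the log scale, the order was the other way round, with 31 up in both and 50 down in both. The 52 transcripts had a median of 0.882 RPKM in control KD and 5.38 RPKM over the knockdown samples, and each was higher in all 4 knockdown samples than in both control KD samples. A pseudocount of 0.1 raised the number up in both to 80 and lowered the number down in both to 28. By limma, the order was also the other way round without control KD replicate 1 (135 down and 114 up in both) and without EAChm KD replicate 2 (50 down and 34 up in both).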

Clustering indicated that there was some overlapping of genes upregulated by Chameau KD and EAChm KD, however they were fewer than those overlapping genes downregulated by their knockout. Genes commonly up regulated by both Chameau KD and EAChm KD are indicated by the asterisk in the heat map (S2 Fig). A Venn diagram of upregulated genes also shows 29 genes that were overlapping as both Chameau and EAChm target genes, but fewer than that of downregulated genes (S3 Fig, S2 File). 

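Of the 29 transcripts in S2 File, 16 were up in both knockdowns by limma, and all 29 were higher in every knockdown sample than in both control KD samples. CG1427 (NM_206433) had 0.242 ± 0.103 RPKM (SD, n = 2) in control KD, 4.97 ± 0.594 RPKM (SD, n = 2) in Chameau KD and 7.70 ± 1.27 RPKM (SD, n = 2) in EAChm KD. Its log2 fold change of 2.80 in EAChm KD (standard error 0.361) had an adjusted p of 0.80 from limma, the smallest of that contrast. Obp99a (NM_143450) lies on chromosome 3R of BDGP6.54 from 29671657 to 29672334. It had 9.15 ± 4.42 RPKM (SD, n = 2) in control KD, 31.9 ± 6.51 RPKM (SD, n = 2) in Chameau KD and 30.3 ± 4.99 RPKM (SD, n = 2) in EAChm KD. The other transcripts first in order by limma were CG42394 (log2 fold change 1.95 in Chameau KD and 2.11 in EAChm KD), Vhl (2.34 and 2.52) and CG14302 (2.12 and 1.84). CG14302 has a longest annotated transcript of 281 nt and had means of 3.40 RPKM in Chameau KD and 2.60 RPKM in EAChm KD. At the approximate depth that the paper states, this is only a few reads per sample. Within S2 File, CG31875 (NM_164884) rose by 1.56 and 1.72 on the log2 scale, and Cp110 (NM_001298602) by 0.352 and 1.02, where the Chameau KD change was within its standard error of 0.353. The genes CG17834 and Cf2 are in both S1 File and S2 File, through different transcripts. For CG17834, NM_135398 was down (log2 fold change -1.19 in both) and NM_001273334 was up (0.858 in Chameau KD and 0.853 in EAChm KD). For Cf2, NM_175964 was down (-0.662 and -0.754) and NM_078750 was up (1.39 and 0.811). Summed over its transcripts, the RPKM of CG17834 relative to control KD was 0.760 in Chameau KD and 1.39 in EAChm KD, and that of Cf2 was 0.985 and 0.556. The fit without Chameau KD replicate 1 left 9 of the 29 transcripts past the threshold.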

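By limma, the 41 transcripts down in both knockdowns were 31.5% of the 130 down in Chameau KD and 19.9% of the 206 down in EAChm KD. If the 2 lists were independent, 1.69 transcripts would be shared (odds ratio 43.4, Fisher's exact test p = 3.3e-46). The 52 transcripts up in both compare with 2.52 expected in the same way (odds ratio 37.9, Fisher's exact test p = 7e-55). The test takes transcripts as independent and does not account for the control KD samples that both lists share. With RPKM summed by gene, 5 genes were down in both and 9 were up in both. From the overlap of the lists in Fig 5C and S3 Fig, the paper proposes that Chameau and EAChm regulate common genes in cells, and its Discussion adds that the effect may be indirect.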

These results suggest that Chameau and EAChm regulate transcription of common genes *in vivo*.

**Fig 5:**
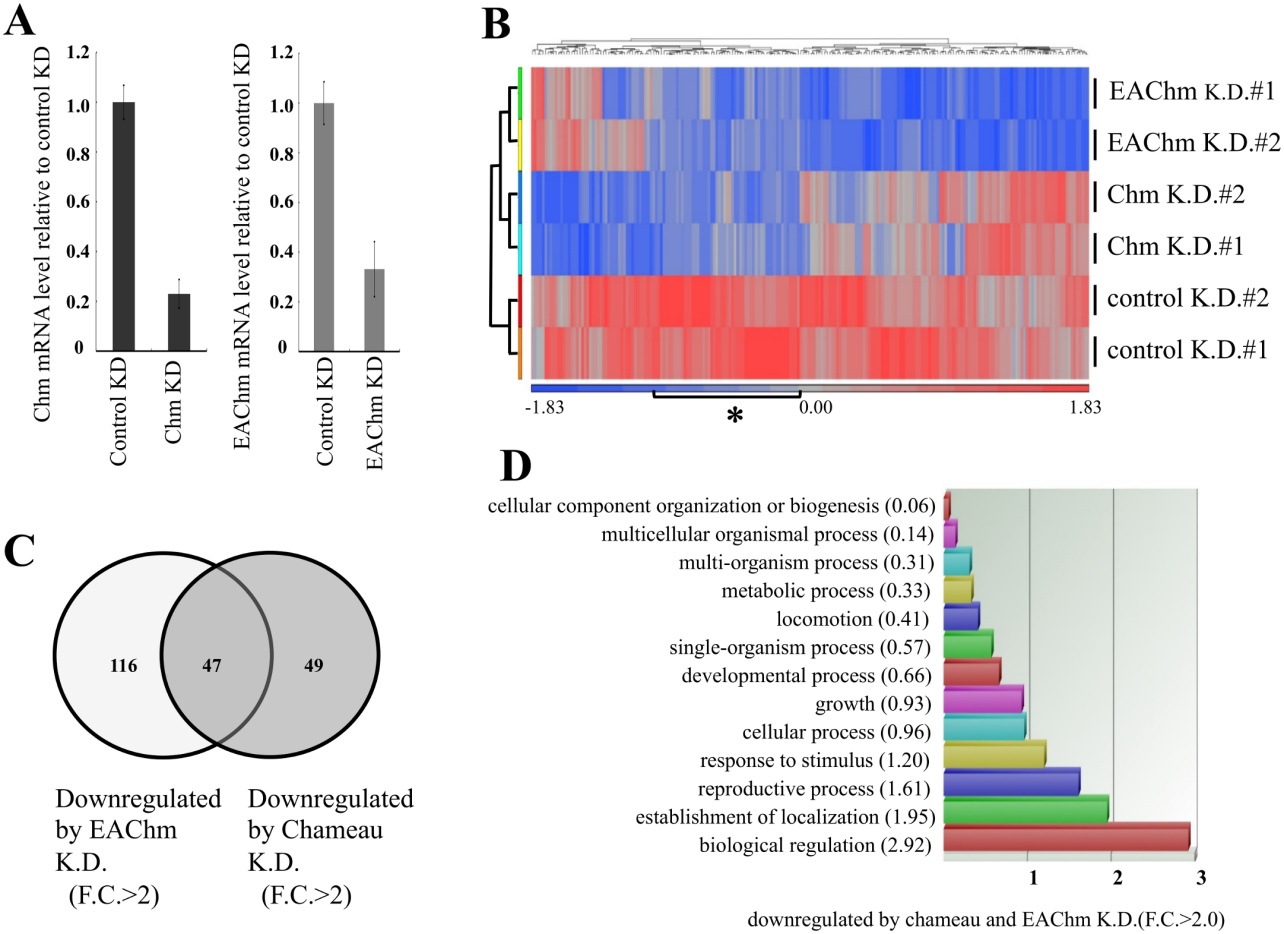
Chameau and EAChm target genes overlap *in vivo*. A) Evaluation of RNA interference by RT-qPCR. RT-qPCR was performed to document the efficiency of Chameau and EAChm KD. Expression level was normalized with reference to GAPDH. Error bars represent mean ±SD, n = 3. B) Heat map of downregulated genes in control knockdown (KD), Chameau KD and EAChm KD S2 cells. Blue and red indicate down and up regulated genes, respectively. The asterisk indicates the genes commonly downregulated by both Chameau and EAChm KD. C) Venn diagram of genes downregulated more than 2 fold (*p*-value < 0.05) by Chameau KD or EAChm KD compered to control KD. This diagram shows 47 genes that were overlapping as both Chameau and EAChm target genes. D) Gene ontology (GO) classification analysis of 47 genes common to both Chameau and EAChm KD at Fig 4C.

## Discussion

In this study, we identified unique mechanisms showing that EAChm stimulates the MYST family histone Chameau acetyltransferase and activates transcription. Previously, the Hbo1/Chameau subfamily of the MYST family histone acetyltransferases has been mainly considered to function in an epigenetic mechanism of transcriptional repression since haploinsufficiency of Chameau leads to defects of position effect variegation [14]. Recently, it was also shown that Chameau cooperates with JNK signaling to promote transcriptional activation [15] and Hbo1, the human homologue of Chameau, is required for H3K14 acetylation and normal transcriptional activity during embryonic development [17]. These contradictory observations can be explained by either multiple targets or a co-regulator of Chameau. Our observation that EAChm stimulates Chameau acetyltransferases suggests the latter mechanism that a multiple co-regulator of Chameau plays a role in transcriptional regulation is correct.

As a co-activator that works together with HAT, chromatin remodeling factor is previously known. For example, it has been reported that NURF and histone acetylation by p300 synergistically facilitate transcription of chromatin [18]. However, it is not proven that NURF by itself facilitates histone acetylation. Furthermore, it has been reported that p300 acetylates nucleosomal core histones in the presence of ACF and an activator [19]. It was also not shown that ACF by itself could stimulate acetylation by p300. In this study, we have clearly shown that EAChm stimulates acetylation activity of Chameau by itself. Although, EAChm does not have a helicase domain, it is rich in acidic amino acids and may behave as a histone chaperon. Acidic regions have been identified in several histone chaperones and are thought to be the important for association with the positively charged residues of core histone. For example, nucleoplasmin, NAP-1, Asf1 and FACT are rich in acidic residues and can associate with positively charged core histones [20–23]. Therefore, EAChm which is rich in acidic residues may act like a histone chaperone. On the basis of these facts, we speculate that EAChm is a histone chaperone and stimulates acetylation activity of Chameau by histone transfer or eviction.

To find out if an association between Chameau and EAChm in *vivo* exists, we performed RNA-seq analysis of S2 cells after knocking down of Chameau and EAChm. Hierarchical clustering and Venn diagram analysis show some overlapping target genes. However, it might be an indirect effect. Therefore, further research is needed to complement *in vitro* results by *in vivo* studies.

A previous study reported that the knockdown of CG13463 showed lethality at the early pupa stage [24], and the life-cycle time-course expression profiling of *D*. *melanogaster* shows that the expression of CG13463 is high and specific for testis and salivary glands in adults, imaginal disc in wandering L3 larvae and in the 16–24 hr embryo stage (see FlyBase report; http://flybase.org). These observations suggest that EAChm plays an essential role, possibly by enhancing histone acetylation to advance the development at a specific stage in the development of *Drosophila*.

## Materials and Methods

### Purification of histone H3 acetylation activity

Histone H3 acetylation activity was purified from *Drosophila* embryos that were collected from 0 to 12 h after egg deposition, as shown in Fig 1A. Drosophila nuclear extract from 2 kg of embryos were prepared as described by Kamakaka and Kadonaga (1994)[25]. In the final step of this method, nuclei were separated into soluble and insoluble pellet fractions by ultracentrifugation. A pellet fraction was extracted by adding KCl to a final concentration of 0.52 M. Then, the supernatant extracted with 0.52 M KCl was subjected to ammonium sulfate precipitation. Protein precipitated at 10% (NH_4_)_2_SO_4_ was removed and the pellet precipitated at 60% (NH_4_)_2_SO_4_ was dissolved and dialyzed against 0.1 M KCl HEG buffer [25 mM HEPES (pH7.6), 0.1 mM EDTA, 10% glycerol, 0.01% NP-40, 0.2 mM PMSF and 1 mM benzamidine]. The dialyzed sample was applied to a column of 120 ml of SP sepharose F.F. (Pharmacia) and eluted stepwise by 0.25 M KCl, 0.4 M KCl and 1.0 M KCl HEG buffer. H3 acetylation activity was confirmed by HAT assay (described below). H3 acetylation activity was mainly eluted in the 0.4 M KCl fraction. Then, the 0.4 M KCl fraction was diluted to 0.1 M KCl HEG. The Diluted sample was subsequently subjected to 120 ml Q sepharose F.F(Pharmacia) column chromatography and eluted by a 10 column volume linear gradient from 0.1 M to 1.0 M KCl HEG buffer. H3 acetylation activity was mainly eluted in the 0.25 M KCl fraction. The 0.25 M KCl fraction was then diluted to 0.1 M KCl HEG. The diluted sample was subjected to 8 ml POROS Heparin (Roche) column chromatography and eluted by a 20 column volume linear gradient from 0.1 M to 2.0 M KCl HEG buffer. H3 acetylation activity was mainly eluted in the 0.8 M KCl fraction. The 0.8 M KCl fraction was then diluted to 0.1 M KCl HEG. Whereupon the diluted sample was subjected to 2 ml Blue sepharose F.F. (Pharmacia) column chromatography and eluted using a 20 column volume linear gradient from 0.1 M to 2.0 M KCl HEG buffer. We repeated this Blue sepharose chromatography step three times. During the first Blue sepharose chromatography step, H3 acetylation activity was mainly eluted in the 0.9 M KCl fraction. After which the 0.9 M KCl fraction was diluted to 0.1 M KCl HEG. Whereupon the diluted sample was subjected to a second Blue sepharose chromatography step and eluted in 0.8 M KCl HEG. At the third Blue sepharose chromatography step, H3 acetylation activity was mainly eluted in the 1.0 M KCl fraction and dialyzed against 50 mM KCl HEG. The dialyzed fraction was then subjected to 20–50% glycerol gradient sedimentation (BECKMAN SW60 rotor, 60,000 rpm for 20 hours at 4°C). Active fractions from the glycerol gradient sedimentation were analyzed using a Thermo LCQ ion trap mass spectrometer.

### Mass-spectrometry

The silver staining gel of the glycerol gradient sedimentation was excised and destained in 15 mM Potassium ferricyanide/ 50 mM Sodium thiosulfate for 10 min with shaking. The gel was washed three times with distilled water and once with 200 mM NH_4_HCO_3_. The gel was dried and reduced in 10 mM DTT/ 25 mM NH_4_HCO_3_ at 50°C for 1 hr. Subsequently, the gel was alkylated in 27.5 mM iodacetoamido/ 25 mM NH_4_HCO_3_ at room temperature for 20 min. The alkylated gel was washed with acetonitrile, 25 mM NH_4_HCO_3_ and with acetonitrile again. Protein in the gel was digested with 10 μg/μl Modified Trypsin (Promega) / 50 mM NH_4_HCO_3_ overnight at 37°C. Digested peptides were eluted by adding 0.05% formic acid/distilled water. Trypsin digested peptides were analyzed by reversed-phase liquid chromatography on an EASY-nLC 1000 system coupled with a Thermo LCQ ion trap mass spectrometer (Thermo Fischer Scientific). Peptides were loaded on to a NANO HPLC CAPILLARY COLUMN (20cm-75micron ID, Nikkyou Technos, Japan) and eluted directly into a mass spectrometer (spray voltage: 1.5 kV, capillary temperature: 200°C) using a linear gradient (0–35% buffer B 60 min, 35–100% buffer B 10 min) of acetonitrile at a flow rate of 300 nl/min (Buffer A: 0.05% Formic acid, 99.95% H_2_O, Buffer B: 0.05% Formic acid, 99.95% acetonitrile). MS/MS data were acquired in a data-dependent mode. Collected data were analyzed using the SEQUEST program for peptide identification.

### Expression and purification of recombinant EAChm

Flag-tagged EAChm was subcloned into a pET vector generating pET- EAChm. Flag-tagged EAChm was produced in E. coli strain Rosseta (DE3) pLysS (Invitrogen). Lysate of E. coli in which flag-tagged EAChm was expressed was immunopurified with flag M2 agarose (Sigma). After extensive washing of the agarose, flag-tagged EAChm was eluted with flag peptides (Sigma) and dialysed against 50 mM KCl. The purified recombinant EAChm was subjected to 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and then visualized using Coomassie brilliant blue R staining.

### Chromatin assembly and Histone acetylation assay

Chromatin was made by mixing the pEcE4 DNA template containing five ecdysone response elements (EcRE) upstream of the adenovirus E4 promoter and core histone octamer in the presence of high salt concentration and subsequent salt dialysis. The resulting chromatin was centrifuged on a linear 15 to 40% glycerol gradient for further purification. For the acetylation assay, the incubation temperature of the whole interaction was performed at 27°C. At first, a 1 μl aliquot of chromatin containing 62.5 ng of plasmid DNA and 62.5 ng of histones was mixed with 3 mM ATP and 2 mM MgCl_2_, and then various active fractions from column purification were added as indicated. After 20 min, 6.67 mM Na(C3H7COO), 7.4 kBq [3H]acetyl-CoA, and 50 mM KCl HEG were added in a final volume of 7.5 μl. The reaction was incubated at 27°C for 2.5 h and analyzed on 13.5% SDS—PAGE with subsequent fluorography basically as described previously [22, 26].

### Purification of general transcription factors and recombinant proteins for *in vitro* transcription

Drosophila nuclear extract from 0- to 12-h-old embryos (200 g) was applied to a 20 ml Q Sepharose FF column and the bound protein was eluted with a linear KCl gradient (10 column volumes) from 0.1 to 1 M KCl in HEG. General transcription factors were confirmed by Western blotting. TFIIH and TFIIA were eluted in the 0.25 M KCl fraction. TFFIID, TFIIE and TFIIF were eluted in the 0.4 M KCl fraction. RNA polymerase II was eluted in the 0.5 M KCl fraction. TFIIH was subjected to 2 ml POROS heparin column chromatography and eluted with a linear KCl gradient (10 column volumes) from 0.1 to 1 M KCl in HEG. TFIIH was eluted in the 0.5 M KCl fraction. TFFIID, TFIIE and TFIIF were subjected to 2 ml SP sepharose FF column chromatography and eluted with a linear KCl gradient (10 column volumes) from 0.1 to 1 M KCl in HEG. TFFIID, TFIIE and TFIIF were eluted in the 0.5 M KCl fraction. TFFIID, TFIIE and TFIIF were further purified with 1ml POROS heparin column chromatography. TFFIID, TFIIE and TFIIF were eluted in the 0.5 M KCl fraction. Bacterially expressed His-tagged TFIIB was purified by Ni-NTA affinity chromatography and Flag-tagged TFIIA was purified by flag M2 agarose. Purification of general transcription factor and recombinant proteins were basically performed as described previously [16].

### *In vitro* transcription assay

Chromatin template assembled by salt dialysis, containing five ecdysone response elements (EcRE) upstream of the adenovirus E4 promoter, was employed for the *in vitro* transcription assay in which partially purified Drosophila general transcription factors and recombinant TFIIB were used basically as described previously [16]. The chromatin template was transcribed by adding GTFs and factors as indicated and the RNA products were evaluated by primer extension analysis. The experiment was performed four separate times to ensure reproducibility.

### Cell culture and RNA interference

S2 cells were grown in Schneider’s Drosophila media (Gibco) with 10% FBS. Double-strand RNAs (dsRNA) corresponding to portions of the Chm, EAChm, and EGFP (enhanced green fluorescent protein, as a control) were synthesized using the MEGAscript RNAi kit (Thermo Fischer Scientific). 25 μg of dsRNA was added to 8x 10^6^ cells/ 3.5 cm dish in serum free Schneider’s Drosophila media for 6 h. The cells were subsequently had their medium changed to Schneider’s Drosophila media with 10% FBS and cultured at 26°C for 72 h.

The primer sequences for generation of dsRNA were as follows;

Chm Forward,

5’- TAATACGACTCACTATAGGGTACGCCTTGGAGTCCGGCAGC -3’,

Chm Reverse,

5’- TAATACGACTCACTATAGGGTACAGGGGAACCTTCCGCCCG -3’,

EAChm Forward,

5’- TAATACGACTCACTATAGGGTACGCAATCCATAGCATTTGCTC -3’,

EAchm Reverse,

5’- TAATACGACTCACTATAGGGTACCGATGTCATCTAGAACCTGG -3’,

EGFP Forward,

5’- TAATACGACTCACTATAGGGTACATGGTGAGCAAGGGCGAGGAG -3’,

EGFP Reverse,

5’- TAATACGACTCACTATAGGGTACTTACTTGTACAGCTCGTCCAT -3’

For knockdown, S2 cells were treated with dsRNA for 3 days.

### RNA extraction and reverse transcription (RT)

Total RNA was extracted from S2 cells treated with dsRNA by ISOGEN II (NIPPON GENE). The amount of 0.5 μg of total RNA was used for RT reaction using random hexamers (TAKARA), oligo(dT) primer (Life Technologies), and M-MuLV reverse transcriptase (NEB) for 1 hour at 42°C. RNA quantification by real-time PCR was performed using the KAPA SYBR FAST qPCR Kit (Kapa Biosystems), and normalized with reference to GAPDH. The primer sequences for RT-qPCR were as follows;

GAPDH Forward, 5’- ACCGACTTCTTCAGCGACACC -3’

GAPDH Reverse, 5’- GCTCTGCATATACTTGATCAG -3’

Chm Forward, 5’- AGCACCCTTCAAGCTCTCGG -3’

Chm Reverse, 5’- CTTAAGCAGGAGTCGTCGATC -3’

EAChm Forward, 5’- CATAGTCTCAGTTGCACTCAG -3’

EAChm Reverse, 5’- CAAATTCATCTGGGGAGCTGC-3’.

### RNA-seq

Quality of total RNA was checked using the Agilent RNA 6000 Nano kit with an Agilent 2100 Bioanalyzer instrument (Agilent Technologies). A library was prepared using the TruSeq Stranded mRNA LT Sample Prep kit (Illumina) and sequenced with the MiSeq system (Illumina). Samples were sequenced to a depth of approximately 4 million uniquely mapped reads per sample. Sequences were aligned to the Drosophila *melanogaster* dm3 reference genome with the program of Miseq, allowing one mismatch. Reads that could be uniquely mapped to a gene were used to calculate the expression level. The level of gene expression was quantified by the number of uniquely mapped reads per kilobase of exon per million mapped reads (RPKM). Scatter plots were created using the Partek Genomics Suite to evaluate the correlation between the duplicate sample data sets. Gene ontology (GO) analysis was performed using a Partek Genomics Suite. Significantly enriched GO functional groups were defined as having an enrichment score equal to or greater than 3 (P value < 0.05), and each functional group was assigned with a GO enrichment score calculated using Fisher`s exact test. All RNA-seq data can be found online in the NCBI GEO SuperSeries GSE73098.

### Heat map construction and hierarchical clustering

Heat map and hierarchical clustering of the gene expression profiles were created using the Partek Genomics Suite. Heat maps of control KD, Chameau KD and EAChm KD were normalized by calculating the RPKM based on the sum of all reads found in the exon regions of that gene. To identify differentially expressed genes, one-way analysis of variance (ANOVA) was used. By setting P < 0.05 and fold-change (FC) settings FC > 2, we obtained lists of differentially expressed genes between control KD and Chameau KD or control KD and EAChm KD cells. Hierarchical clustering of control KD, Chameau KD, and EAChm KD cells was performed using 212 genes that varied significantly among each of the groups with a statistical P value < 0.05. We subtracted the mean of the gene expression levels in the six paired samples, normalized each row in the data table, calculated the distance using Pearson correlation, and then used a “pairwise average-linkage” hierarchical clustering method for clustering. The scale was the standardized RPKM value.

### Statistical analysis

The statistical analysis was performed using Excel 2013 software (Microsoft). Comparison were performed with two-tailed Student’s *t*-test. The error bars indicate the standard deviation of four independent experiments.

## Supporting Information

S1 Fig Scatterplot of gene expression levels between RNA-seq duplicate samples. (TIFF) Click here for additional data file.

S2 Fig Heat map of upregulated genes in control, Chameau and EAChm KD S2 cells. Asterisk indicates the upregulated genes common to Chameau and EAChm KD.
(TIFF) Click here for additional data file.

S3 Fig Venn diagram of genes more than 2 fold upregulated (*p*-value < 0.05) by Chameau or EAChm KD compared to control KD. (TIFF) Click here for additional data file.

S1 File List of commonly downregulated 47 genes by both Chmeau KD and EAChm KD. 

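The list gives for each transcript a p-value and a fold change in Chameau KD and in EAChm KD against control KD. A negative fold change is the mean RPKM of control KD divided by that of the knockdown. A one-way ANOVA on RPKM as deposited, over the 3 groups, gave the listed p-value within 1% for 47 of 47 transcripts in both contrasts. The ratio of mean RPKM gave the listed fold change for 47 of 47. The 47 transcripts belong to 46 gene symbols, of which 37 have more than 1 transcript in the files. Their median RPKM was 1.84 in control KD, 0.334 in Chameau KD and 0.338 in EAChm KD. On the log2(RPKM + 1) scale their changes ranged from -3.08 to -0.574 in Chameau KD and from -2.24 to -0.568 in EAChm KD. The smallest adjusted p-value among them by limma was 1 in Chameau KD and 0.843 in EAChm KD. By one-way ANOVA on RPKM as deposited, the smallest over all transcripts were 0.0227 in Chameau KD and 0.0120 in EAChm KD. Sdic2 had unadjusted p-values of 1.43e-06 and 1.52e-06 by that ANOVA, in the same order.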

(XLS) Click here for additional data file.

S2 File List of commonly upregulated 29 genes by both Chmeau KD and EAChm KD. 

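The columns are those of S1 File, and a positive fold change is the mean RPKM of the knockdown divided by that of control KD. A one-way ANOVA on RPKM as deposited gave the listed p-value within 1% for 29 of 29 transcripts in both contrasts, and the ratio of mean RPKM gave the listed fold change for 29 of 29. The transcripts belong to 29 gene symbols, of which 22 have more than 1 transcript in the files. Their median RPKM was 0.798 in control KD, 2.72 in Chameau KD and 2.98 in EAChm KD. On the log2(RPKM + 1) scale their changes ranged from 0.352 to 2.26 in Chameau KD and from 0.529 to 2.80 in EAChm KD.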

(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

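RNA was measured in 6 samples of S2 cells, in duplicate for control KD, Chameau KD and EAChm KD. Samples were assigned to groups and replicates from the labels and the methods of the paper, before the processed files were seen. The authors sequenced TruSeq Stranded mRNA libraries on a MiSeq, aligned the reads to dm3 allowing 1 mismatch, and deposited RPKM per transcript for each sample. The paper states the same approximate depth per sample for all samples. The files hold no counts, so the exact depth of single samples and the precision of each value are unknown. The authors kept transcripts with more than 1 RPKM in at least 1 sample, and the replicates were not pooled. How the authors' program shared reads between transcripts of one gene is not in the files. 127 transcripts are listed a second time with a suffix, and were kept as separate transcripts.

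The 6 files were joined by transcript name, giving 15835 transcripts. RPKM was analysed as log2(RPKM + 1). The main test was limma 3.58.1 in R 4.3.3, lmFit and eBayes with a variance trend, on a one-way layout of the 3 groups with 3 residual degrees of freedom. Each knockdown was compared with control KD. Counts used an unadjusted p-value under 0.05 and a change of more than 2-fold, and Benjamini-Hochberg adjusted p-values with a threshold of 0.05. Tables and correlations were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9. The fit was tested on simulated data with 200 changed transcripts (log2 change 3). It recovered 100% of them, and 5.22% of unchanged transcripts had an unadjusted p-value under 0.05. The changed transcripts were drawn only from those of high RPKM. Recovery was therefore not tested at low RPKM, such as the median of 2.83 in control KD of the transcripts down in both. The noise was drawn independently for each sample, so the simulation also leaves out any structure shared between samples.

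The transcripts named in the text were chosen by a rule set before the files arrived. It takes chm, CG13463 and the GAPDH genes. It takes the 5 transcripts in each direction with the smallest larger p-value of the 2 contrasts, among those past the threshold in both and changed the same way in every sample. It also takes the 3 transcripts of S1 File and of S2 File with the smallest such p-value in those files, and every transcript of a gene in both files. Alternatives set before the files arrived were a pseudocount of 0.1, no filter, a filter of more than 1 RPKM in both samples of a group, one-way ANOVA on the log2 scale and on RPKM as deposited, eBayes without trend, a fit of only the groups compared, median-of-ratios scaling, a replicate block, RPKM summed by gene, and leaving out each sample in turn. Because the files already hold only filtered transcripts, no filter gives the main values.

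Coordinates are from the BDGP6.54 annotation, by gene symbol, and were not converted to the build of the authors. The gene ontology classes of Fig 5D and the RT-qPCR of Fig 5A are not in the files analysed here.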

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

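The transcript NM_001259001 of chm had a mean of 55.4 RPKM in Chameau KD, against 2.46 RPKM in control KD, and CG13463 (NM_140483) had a mean of 2.72 RPKM in EAChm KD, against 0 in control KD. They were flagged because the paper does not report the RPKM of the knocked-down genes, and each lay above its level in the control samples. Each gene was higher in both samples of its own knockdown than in both control KD samples. Neither change passed Benjamini-Hochberg adjustment in limma.

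A candidate explanation is reads from the added double-strand RNA, which carries part of the sequence of the gene. Its prediction was written after the values were seen, including its limits on rank: each gene among the 20 largest rises in its own knockdown and outside the 500 largest in the other. By log2 fold change of summed RPKM, chm ranked 1 of 8091 genes in Chameau KD and 6259 in EAChm KD. CG13463 ranked 10 in EAChm KD and 3739 in Chameau KD. A real increase of either mRNA would give the same ranks, so this test does not separate the 2 explanations. The paper reports from RT-qPCR that both mRNAs decreased, which argues against a real increase if the RNA came from the same cultures. The paper does not state whether it did. The files hold no read positions, and no genome sequence was used here, so the double-strand RNA was not placed. The other chm transcript, NM_135273, had 1.56 RPKM in Chameau KD against 4.48 in control KD, a log2 fold change of -1.01 with a standard error of 0.555.

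Swapped labels between the knockdowns were looked at next, also with a prediction written after the values were seen. With a working knockdown under swapped labels, chm would fall in the samples labelled EAChm KD. The ratio of summed chm RPKM to control KD there was 0.81, a log2 fold change of -0.219 with a standard error of 0.598, which shows neither a fall nor its absence. A swap with working knockdowns predicts no rise of either gene under its own label, so a swap alone would not give the rises seen. Those rises were the observation itself, and the predicted fall of chm was not decided. For summed chm, with 82.5 and 31.5 RPKM under the Chameau KD label against 10.1 and 3.80 RPKM in control KD, the values argue against a swap as the explanation. A swap together with another cause of the rises was not tested. Assignment of reads between the chm transcripts was not tested on its own, but the sum over both rose as well. A difference in depth between samples could not be tested, since the files hold no counts. The pattern cannot be told apart from reads of the double-strand RNA, and swapped labels alone do not account for it.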

How the results depend on the processing

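The alternatives were set before the processed files arrived, except those named here as added. The number of transcripts passing an adjusted p-value of 0.05 by limma stayed at 0 in both contrasts in every limma fit. Without a filter, with the stricter filter, without the variance trend, with only the groups compared, with median-of-ratios scaling and with the replicate block, all counts stayed within 1.5 times.

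A pseudocount of 0.1 gave 80 transcripts up in both and 28 down in both. Its duplicate correlations were 0.8221 (control KD), 0.8931 (Chameau KD) and 0.8866 (EAChm KD). One-way ANOVA on log2(RPKM + 1), which takes each spread from 6 values alone, gave 69 down and 94 up in Chameau KD, 112 down and 132 up in EAChm KD, 31 up in both, 152 down in either, and 4 and 4 transcripts with an adjusted p-value under 0.05. One-way ANOVA on RPKM as deposited gave 1 and 4 such transcripts, 31 up in both, 47 of S1 File and 29 of S2 File, and a log2 change of chm of 3.038, no longer past the threshold. The 2 alternatives added after seeing the data left out group means of 0, or of 1e-15 or less, from that ANOVA. Both gave 1 and 4 adjusted transcripts, 29 up in both, 47 of S1 File and 29 of S2 File. RPKM summed by gene removes the split between transcripts. It gave 16 down and 20 up in Chameau KD, 23 down and 42 up in EAChm KD, 5 down and 9 up in both, 34 down in either, duplicate correlations of 0.9367, 0.9798 and 0.9745, and a correlation of log2 fold changes of 0.05001. With separate control KD samples that correlation reversed, to -0.0484 and -0.4458. On all transcripts, 0 pairs of duplicates clustered first.

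Across the 6 fits that each left out one replicate, transcripts down ranged from 115 to 324 in Chameau KD, 156 to 1052 in EAChm KD, 27 to 203 in both and 245 to 1173 in either. Those up ranged from 147 to 547, 211 to 576 and 34 to 212 in both. S1 File transcripts ranged from 14 to 21, S2 File transcripts from 9 to 15, and the correlation of log2 fold changes from 0.131 to 0.6969. The largest numbers down and up came without a control KD replicate. The log2 change of chm ranged from 2.156 to 3.518 and of CG13463 from 1.471 to 2.222.

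Among single transcripts, 792 rows kept their call, 9 were weaker, 16 stronger and 12 reversed. The reversed log2 changes were all of transcripts not past the threshold, in fits without one replicate, whose ranges crossed 0. In EAChm KD they ranged from -0.1791 to 0.8783 for NM_001259001 of chm, -0.1727 to 0.4168 for NM_001038847 of Gapdh1, and -0.2729 to 0.4638 and -0.1207 to 0.4781 for NM_080714 and NM_001272655 of Gapdh2. In Chameau KD they ranged from -0.4939 to 0.09554 for NM_001038847 and -0.02365 to 1.211 for NM_080369 of Gapdh1, -0.589 to 0.1478 for NM_080714 and -0.4463 to 0.1525 for NM_001272655 of Gapdh2, and -1.072 to 0.1248 for NM_175963 and -0.6265 to 0.07121 for NM_175965 of Cf2. A fold change with a group mean of 0 has no value on RPKM as deposited and was left out. The missing read counts limit all transcripts of low RPKM.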

Differences from the paper's values

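The paper reports 29 transcripts up in both knockdowns, and limma gave 52. Of the alternatives set before the files arrived, these came within 1.5 times of the paper's number: one-way ANOVA on log2(RPKM + 1) and on RPKM as deposited (31 each), the fit of only the groups compared (36), and the fits without a Chameau KD or an EAChm KD replicate (34 to 42). The others did not. The paper's numbers of transcripts down were 96 in Chameau KD, 163 in EAChm KD, 47 in both and 212 in either, and limma gave 130, 206, 41 and 295, all within 1.5 times. One-way ANOVA on RPKM as deposited, set before the files arrived, gave 100, 167, 50 and 217.

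Leaving out transcripts with a group mean of 0 or close to 0 from that ANOVA was added after seeing the values, by comparing its counts with those of the paper. Leaving out means of exactly 0 gave 98, 163, 48 and 213 down, in the same order, and 29 up in both. With a cut at 1e-15 RPKM, also chosen after seeing the values, the counts were 96, 163, 47 and 212 down and 29 up in both, which are the paper's. Of 12 cuts tried, the 5 from 1e-30 to 1e-10 gave these counts, and a cut of 0.001 gave 92, 157, 43 and 206 down and 28 up. The paper does not state such an exclusion, and the cut was found by its match.

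For most transcripts named here, the listed fold changes of the paper, as log2, also differ from the changes on the log2(RPKM + 1) scale. Obp99a is an exception, with 1.802 in Chameau KD and 1.726 in EAChm KD in the paper (here 1.755 and 1.685). In Chameau KD and then EAChm KD, the paper's values for transcripts that fell are -22.1 and -21.87 for CG42537 (here -1.795 and -1.795), -4.267 and -3.892 for pre-mod(mdg4)-B (here -1.665 and -1.614), -5.863 and -4.788 for Sdic2 (here -1.302 and -1.262), -1.323 and -1.369 for mtRNApol (here -0.7259 and -0.7454), -1.739 and -2.154 for NM_175964 of Cf2 (here -0.6621 and -0.7536), and -12.54 and -9.103 for NM_135398 of CG17834 (here -1.193 and -1.19). For transcripts that rose, the paper's values are 4.361 and 4.994 for CG1427 (here 2.263 and 2.803), 7.083 and 7.284 for CG42394 (here 1.95 and 2.114), 3.407 and 5.201 for Cp110 (here 0.3517 and 1.021), 3.979 and 4.202 for CG31875 (here 1.564 and 1.722), 2.842 and 1.942 for NM_078750 of Cf2 (here 1.391 and 0.8108), and 11.74 and 11.77 for NM_001273334 of CG17834 (here 0.8581 and 0.8534). Of the alternatives set before the files arrived, only RPKM as deposited, with the ratio of mean RPKM, came within the replicate SD of the paper's values for all of these.

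The paper's chm mRNA level in Chameau KD, relative to control KD, is about 0.23 in Fig 5A, read by eye, from RT-qPCR. The ratio of summed chm RPKM was 8.21. No alternative gave a decrease. The ratio ranged from 4.54, without Chameau KD replicate 1, to 15.0, without control KD replicate 1. The value of 4.54 differs from the paper's by less than the replicate SD only because the Chameau KD duplicates, with 82.5 and 31.5 RPKM, are far apart, and it is still a rise. The paper also states that EAChm mRNA fell in EAChm KD, whereas CG13463 had 0 RPKM in both control KD samples and a mean of 2.72 RPKM in EAChm KD. It states that fewer genes were shared among those up than among those down, whereas limma gave 52 up and 41 down in both.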

Other observations

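The number of transcripts down in both knockdowns was compared with other choices of reference, with predictions written before the result was seen. Both lists are taken against the same control KD samples, and error in those samples enters both. With Chameau KD as the reference, 40 transcripts were lower in both other groups by limma, and with EAChm KD as the reference 93, against 41 with control KD. On RPKM as deposited the numbers were 65 and 85, against 50 with control KD. An overlap of this size was therefore found whichever group served as the shared reference, which is what sharing a reference would give.

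The 6 samples can be arranged into a reference pair and 2 other pairs in 45 ways. In 27 of the 45 arrangements, the real one included, at least as many transcripts were down in both pairs by limma, and in 38 of the 45 on RPKM as deposited. The median was 43 by limma, with a range from 23 to 660, and 60 on RPKM as deposited, with a range from 26 to 637. The real groups did not give an overlap larger than most other arrangements. This comparison treats the 6 samples as exchangeable, although samples with different numbers deviated together in part. The largest overlaps by limma, from 504 to 660, all had control KD 1 and Chameau KD 2 as the reference pair. The rank of the real groups therefore also depends on structure that was not modelled. The design has 2 samples per group, and no biological explanation of the overlap can be told apart from the shared reference.

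For S1 File, the assignment of reads between transcripts of one gene was tested with a prediction written before the result was seen. Of the 37 genes with more than 1 transcript in the files, 1 had a summed RPKM more than 2-fold lower in both knockdowns. The median ratio of summed RPKM to control KD over these genes was 0.889 in Chameau KD and 0.961 in EAChm KD. In 27 of the 37, another transcript of the gene changed in the opposite direction in both knockdowns. For S2 File, 0 of 22 such genes had a summed RPKM more than 2-fold higher in both. A transcript that holds a small part of the RPKM of its gene can hardly move the sum 2-fold, so few such genes could have passed. How often transcripts of other genes change in opposite directions was not counted, so the 27 have no baseline. These values may reflect how reads were shared out between transcripts, or a change of isoform in the cells, and the test does not separate these explanations. All 9 genes of S1 File with 1 transcript in the files, and all 7 of S2 File, changed more than 2-fold in both by the ratio of mean RPKM, as the lists require of them.

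The control KD duplicates were less alike than most samples of different groups. Low RPKM was tested as the cause, with a prediction written before the result was seen. Among the 5515 transcripts with a mean above 10 RPKM, the control KD duplicates still had r = 0.878, while pairs of samples from different groups averaged 0.925, so noise of low values did not account for it. A bias by transcript length between libraries could not be tested. Only 79.1% of transcripts have a gene symbol with a length in the annotation, under the 80% required, so that check is void and the pattern cannot be told apart from such a bias. Over the 4966 genes with a mean above 10 RPKM, the first principal component held 78% of the variance, with loadings of 0.53 and -0.38 for control KD 1 and 2, 0.12 and 0.43 for Chameau KD 1 and 2, and -0.60 and -0.10 for EAChm KD 1 and 2. The loadings fell as the sum of RPKM over all transcripts rose, in the same order for all 6 samples. Control KD 1 had the highest loading and the lowest sum, 391277, and EAChm KD 1 the lowest loading and the highest sum, 472282. The component therefore followed a property of whole libraries, but this order does not say which one. Any structure that pairs the samples other than by their numbers is not given in the labels or the paper and was not modelled. No biological explanation was tested.

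Whether more transcripts are down than up in both knockdowns depended on the scale. By limma it also depended on single samples, since the order reversed without control KD replicate 1 and without EAChm KD replicate 2. A candidate explanation for the order on RPKM as deposited is the test on untransformed RPKM itself. The prediction was written after the values were seen. In 42 of the 45 arrangements of the samples, RPKM as deposited gave more transcripts down in both than up in both. The other 3 all had control KD 2 and EAChm KD 1 as the reference pair, with 68 to 72 down and 145 to 355 up, so the order also depended on which samples formed the reference. By limma on log2(RPKM + 1), 27 of the 45 did so.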
